A study of Mus musculus with 6 samples. Its data were reported in "RNA helicase MOV10 suppresses fear memory and dendritic arborization and regulates microtubule dynamics in hippocampal neurons" (2025).

How the data were processed

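Poly(A)-selected, strand-specific libraries were made by the authors from hippocampi of newborn mice, with pups pooled per library, and 3 libraries each carried the label *Mov10* Deletion or WT. The groups and replicate numbers were taken from the sample titles. Since the pools came from different pups, the p-values of fits without factors of unwanted variation measure the spread between pools. The main test fitted such factors, estimated from these same libraries. Its p-values measure only the part of that spread which the factors left, and can be small where the pools of a group differ widely. The authors quantified the reads with Salmon 1.4.0 against a decoy-aware index of the mouse transcriptome with the GRCm39 genome. The deposited files give, for each transcript and library, the estimated count, the TPM and the effective length as Salmon wrote them. The estimated counts in the authors' files are not normalized and need not be whole numbers. The TPM values the authors deposited are corrected for effective length and library size. The annotation release behind the authors' index is not given in the sources used here.

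The 139225 transcripts listed in each file were matched by identifier without version to GENCODE release M39 on GRCm39, and 137570 matched. Unmatched transcripts held between 0.589% and 0.600% of the counts and were left out. Estimated counts were summed over the transcripts of each gene (52230 genes, of which 29469 had any count). Genes with at least 0.25 CPM in at least 3 libraries were tested, 16745 in all, which held 99.9% of the counts. The library totals lay between 71400300 and 86207971 estimated counts, and genes far below 1 CPM rest on few counts. A count of 0 was treated as up to 3 counts in a library when a fold was given as a lower bound.

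The main test followed the study's methods in the filter, TMM normalization, limma-trend and 2 factors of unwanted variation as covariates beside genotype. The log2 CPM were computed with a prior count of 2, which the study does not state, and p was adjusted by Benjamini-Hochberg over all tested genes at a threshold of 0.05 (limma 3.58.1, edgeR 4.0.16, R 4.3.3). The study names RUVSeq but not which of its functions was used. RUVs was taken, with all tested genes as controls and the genotypes as sets of replicates, and written out in R because RUVSeq was not at hand. Fold changes are from the fitted coefficient, and CPM values are TMM-normalized without correction for the factors. The fit left 2 residual degrees of freedom, with 5.89 prior degrees of freedom from the other genes.

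Lists of genes were tested with camera on the same values and design, with the preset inter-gene correlation of 0.01 and with an estimated one, adjusted over the 29 lists. The lists were fixed before the data were examined and cover the cytoskeleton, microRNA silencing, synaptic plasticity, sample quality and cell types that dissected tissue could hold. The same lists were tested with fry. The median, mean and camera direction differed in sign for the lists of microtubule nucleation, actin, immediate early, heat shock, pyramidal neuron and microglia genes. Transcript usage was tested with diffSplice of limma on transcript log2 CPM with the same filter and factors. Annotated lengths of the 3 prime untranslated region were taken from the transcript with the highest mean TPM of each protein-coding gene, for 94.9% of the 14601 coding genes tested, and compared by permutation. Genes within 5 Mb of *Mov10* and *Emx1* were compared with other autosomal genes by Fisher's exact test.

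Named genes followed a rule set before the data were examined: the genes the study names, the 6 highest and 6 lowest log2 fold changes among called coding genes with a mean of at least 1 CPM and no overlap between groups, the 3 highest and 3 lowest among other biotypes by the same criteria, the 2 members with the smallest p of each list that passed or served as a check, the sex genes, called genes within 5 Mb of the 2 loci, and the 5 genes with the smallest p for transcript usage. Not every gene that the rule takes is given in the text. Further list members in the text were chosen after their values were seen.

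The gene test was tested on simulated counts drawn from the real means and library sizes, with 1 unwanted factor and 200 changed genes among 16625 that passed the filter. It recovered 6% of genes changed 1.2-fold, 80% of those changed 1.5-fold, 94% of those changed 2-fold and 98% of those changed 4-fold, and 3.38% of all calls were false. These rates cannot be carried over to the real data, which gave 4137 calls with a median fold of 1.19. The camera test recovered the 1 of 20 simulated lists that was raised 1.3-fold, with no false list, and with an estimated correlation it recovered none. The absence of false lists cannot be carried over, since other divisions of the real libraries gave between 7 and 17 lists. Alternatives fixed in advance covered the factors, a sex score, edgeR's quasi-likelihood test and DESeq2 1.42.0 on rounded counts, the normalization, the filter, the prior count, length-scaled counts, the replicate number as a block and leaving out each library. Figures were drawn with matplotlib 3.10.9.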

Results

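RNA was measured in hippocampi of newborn mice (postnatal day 0) by poly(A)-selected, strand-specific RNA sequencing. MOV10 is an RNA helicase that takes part in microRNA-mediated silencing. The *Mov10* Deletion mouse combines a conditional deletion driven by Cre recombinase from the *Emx1* locus, which is active in the excitatory lineage of cortex and hippocampus, with a germline mutant *Mov10* allele. The data held 6 libraries, 3 from *Mov10* Deletion and 3 from wild-type (WT) pups, each made from the pooled hippocampi of pups. The deposited files held between 71400300 and 86207971 estimated counts per library. After summing transcripts into genes, 16745 genes passed the expression filter and were tested. The log2 CPM of the libraries correlated between 0.991 and 0.996 within a group (Pearson's r across genes, which are not independent replicates), and between 0.987 and 0.991 across groups. The first principal component, which held 43.2% of the variance, separated the genotypes.

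The targeted gene was examined first, since it checks the labels. *Mov10* (ENSMUSG00000002227.17, chromosome 3, 104702140 to 104725879, GRCm39) was at 2.22 ± 0.196 CPM (SD, n = 3) in *Mov10* Deletion and at 4.79 ± 0.0321 CPM (SD, n = 3) in WT. The log2 fold change was -1.11 with a standard error of 0.10 (limma-trend, adjusted p = 0.00115), and all 3 Deletion libraries lay below all 3 WT libraries. The estimated counts behind these values were low, between 149 and 200.1 in the Deletion libraries and between 359 and 414 in the WT libraries. In WT most counts were assigned to the coding transcript *Mov10-207*, with 322.6 to 387.8 estimated counts per library. In the Deletion libraries *Mov10-207* had 86.7, 112.9 and 0 estimated counts, and the coding transcript *Mov10-206* had 85.3, 23.2 and 129.0. How reads divide between overlapping transcripts is itself an estimate at this depth, and the test of transcript usage did not call *Mov10* (limma diffSplice, adjusted p = 0.138).

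The next question was which genes differed between *Mov10* Deletion and WT hippocampi. Among protein-coding genes with the largest increases, *Ppm1j*, a protein phosphatase, was 19.9-fold higher in *Mov10* Deletion (4.04 ± 0.649 CPM against 0.199 ± 0.0924 CPM, SD, n = 3 each). *Spp1*, which encodes the secreted protein osteopontin, was 2.76-fold higher (20.3 ± 3.93 against 7.14 ± 1.38 CPM, SD, n = 3 each). *Unc13c*, a presynaptic priming factor, was 2.62-fold higher, and *Ahnak2* was 2.66-fold higher. The axonemal dynein genes *Dnah3* and *Dnah7c* were 2.73-fold and 2.53-fold higher. Among the largest decreases, the Wnt ligand *Wnt3a* had a log2 fold change of -1.33 (SE 0.23), *Dlk1*, a Notch ligand homologue, of -1.25 (SE 0.13), *Npcd* of -1.28 (SE 0.08), *Gm20521* of -2.24 (SE 0.15) and the chemokine gene *Ccl21f* of -2.45 (SE 0.36). The adjusted p of these genes ranged from 0.000616 to 0.00703. Without factors *Ccl21f*, at 0 CPM in the first Deletion library, was not called (adjusted p = 0.127). Its log2 fold change ranged from -3.22 to -0.91 over the 23 alternatives.

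**Figure D1:**
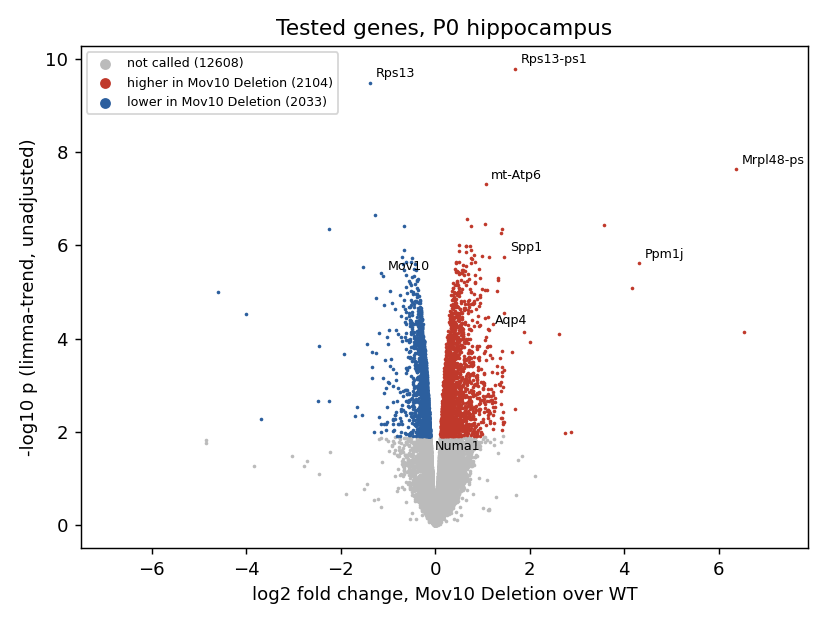
Log2 fold change of *Mov10* Deletion over WT (x axis) against -log10 of the unadjusted limma-trend p (y axis) for the 16745 tested genes, 1 point per gene. The 2104 red points were called higher and the 2033 blue points lower at an adjusted p under 0.05, and *Numa1* lies among the grey points that were not called.

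In all, 4137 genes (24.7% of those tested) passed an adjusted p of 0.05, of which 2104 were higher and 2033 lower in *Mov10* Deletion (limma-trend with 2 RUVs factors, Benjamini-Hochberg). Most changes were small. The median fold of the called genes was 1.19, and 150 of them changed by more than a log2 fold change of 1, 112 higher and 38 lower. The groups did not overlap in CPM for 6968 genes, 41.6% of those tested, where chance gives 10%. Of the called genes 3826 were protein-coding, 208 were lncRNAs and 47 were pseudogenes. The share of higher genes among the calls was 50.9% with TMM normalization and 60.9% with upper-quartile normalization (2320 higher, 1491 lower). With a sex score as covariate in place of the factors 2070 genes were called, and with no filter on low counts 925 were. Without the second WT library 1147 genes were called lower.

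The 2 genes with the smallest p were a ribosomal protein gene and its near-identical copy. The ribosomal protein gene *Rps13* (chromosome 7, 115930740 to 115933430) fell to 50.8 ± 0.974 CPM from 134.9 ± 7.97 CPM (SD, n = 3 each). Its processed pseudogene *Rps13-ps1* (chromosome 8, 87774317 to 87774854) rose to 97.6 ± 2.35 CPM from 31.7 ± 4.28 CPM (SD, n = 3 each). The adjusted p was 2.76e-06 for both (limma-trend). The transcripts of the 2 genes differ in 2 of 522 aligned columns, so how reads are divided between them is uncertain. The summed CPM of both was 148.4 ± 3.20 in *Mov10* Deletion and 166.6 ± 12.05 in WT (SD, n = 3 each). The processed pseudogene *Mrpl48-ps* had 148.1 to 173.5 estimated counts in the Deletion libraries and 0 in the 3 WT libraries, which is at least 55.2-fold higher with a floor of 3 counts per library. The processed pseudogene *Gm13456* had a log2 fold change of 3.57 (SE 0.23). Among other transcripts outside the coding class, *Gm15429* was at 1.48, 0 and 0 CPM in the Deletion libraries and at 2.01, 1.72 and 2.51 CPM in WT, and log2 fold changes were lower in *AA465934* (-1.53, SE 0.13) and *Gm37120* (-1.14, SE 0.10).

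**Figure D2:**
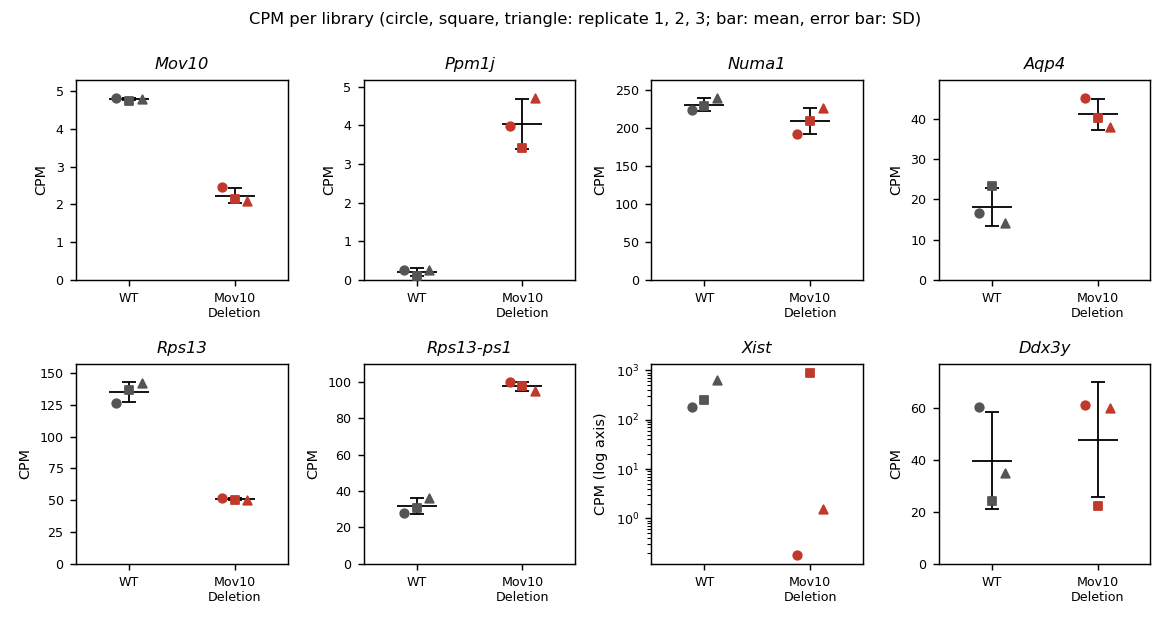
CPM of 8 genes in each library, with replicates 1, 2 and 3 as circle, square and triangle, the mean as a horizontal bar and the SD as error bar (no mean is drawn for *Xist*, which has a log axis). *Mov10*, *Ppm1j*, *Aqp4*, *Rps13* and *Rps13-ps1* separate the groups, *Numa1* overlaps between them, and *Xist* and *Ddx3y* vary within them.

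The study chose *Numa1* from the genes called on these same samples, and named *Haus4*, *Spast*, *Camsap2* and *Camsap3* from the same calls. The values of these genes here are not independent evidence of a direction. The study took up augmin and *Cdk5rap2* from earlier work in *Drosophila*. *Numa1*, which encodes a spindle and microtubule organizing protein, was at 209.1 ± 16.8 CPM in *Mov10* Deletion and 231.0 ± 8.10 CPM in WT (SD, n = 3 each). Its log2 fold change was -0.12 (SE 0.05) and did not pass the threshold (limma-trend, adjusted p = 0.0940), and the groups overlapped. It passed in 6 of 23 alternatives, over which its adjusted p ranged from 0.00540 to 0.444. These were 2 RUVr factors (adjusted p = 0.0369), 2 RUVg factors (adjusted p = 0.0315) and leaving out the second Deletion library (adjusted p = 0.0125), the third Deletion library (adjusted p = 0.00540), the first WT library (adjusted p = 0.0265) or the third WT library (adjusted p = 0.0231). Of the 8 augmin genes *Haus1* to *Haus8*, which encode the complex that branches microtubules, *Haus4* was lower (log2 fold change -0.29, SE 0.08, adjusted p = 0.0355), *Haus7* was higher (0.21, SE 0.05, adjusted p = 0.0262) and 6 did not pass. *Haus4* passed in 18 of 23 alternatives (adjusted p up to 0.105) and *Haus7* in 16 (adjusted p up to 0.0878), failing without the first (adjusted p = 0.0652) or the second WT library (adjusted p = 0.0622). Among the 6 that did not pass in the main setting, *Haus6* passed in 2 of 23 alternatives (lowest adjusted p = 0.0385). The microtubule severing gene *Spast* (-0.16, SE 0.04) and the minus-end binding genes *Camsap2* (-0.16, SE 0.03) and *Camsap3* (-0.17, SE 0.04) were lower, with adjusted p between 0.0146 and 0.0160. They passed in 22 (*Spast*), 19 (*Camsap2*) and 20 (*Camsap3*) of 23 alternatives, and *Camsap2* did not without the second WT library (adjusted p = 0.0732). *Cdk5rap2* (0.075, SE 0.044, adjusted p = 0.240) and *Emx1* (-0.12, SE 0.04, adjusted p = 0.0721) did not pass the threshold. *Emx1*, whose groups did not overlap, passed in 5 of 23 alternatives (lowest adjusted p = 0.0214). *Cdk5rap2* passed in 1 of 23 (adjusted p = 0.0380).

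As groups, none of the cytoskeletal lists fixed in advance passed camera, which looks for a shared direction, in the main setting. The motor list passed in other settings. The study reported microtubule motor and binding categories among its changed genes, an enrichment that was not retested here. The mixed test of fry, which takes either direction, gave unadjusted p of 1.74e-05 (nucleation), 0.00294 (motors), 0.000968 (microtubule-binding) and 0.0509 (tubulin). It also gave 9.91e-05 for endothelial and pericyte markers, so it does not single out the cytoskeleton. In the list of microtubule nucleation and centrosome genes 2 of 23 members were higher and 4 lower, among them the spindle genes *Tpx2* (log2 fold change -0.49, SE 0.04) and *Aspm* (-0.49, SE 0.06), with 2 higher and 6 lower adjusted over the list alone (camera, adjusted p = 0.302). Among kinesin and dynein motors 7 of 52 were higher and 14 lower, and 8 and 16 adjusted over the list alone. The lower motors included the mitotic kinesins *Kif2c* (-0.59, SE 0.06) and *Kif11* (-0.35, SE 0.05). The motor list had a camera adjusted p of 0.0585, or 0.0378 without factors, and passed in 11 of 23 alternatives, including without the second Deletion library (adjusted p = 0.0130), the first WT library (adjusted p = 0.0295) or the third WT library (adjusted p = 0.0469). With an estimated correlation its adjusted p was 0.988. Of 42 microtubule-binding and severing genes 5 were higher and 7 lower (6 and 7 adjusted over the list alone, camera adjusted p = 0.869), among them *Stmn4* (0.41, SE 0.04) and *Ckap5* (-0.20, SE 0.03). Of 13 tubulin genes 2 were higher and 2 lower, with the same numbers adjusted over the list alone (adjusted p = 0.891). *Tuba1c* was lower (-0.51, SE 0.07) and *Tubb6* higher (0.59, SE 0.13). The augmin list had 1 member higher and 1 lower by either adjustment (camera adjusted p = 0.953). Of 53 actin genes 8 were higher and 6 lower by either adjustment (adjusted p = 0.869). In the list of microRNA silencing genes and MOV10 partners 3 of 22 were higher and 5 lower, and 6 and 5 adjusted over the list alone (adjusted p = 0.896). The lower members of that list included the microRNA processing factor gene *Dgcr8* (-0.28, SE 0.04) and *Pabpc1* (-0.18, SE 0.04).

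Of the 29 lists, 7 passed the camera test with its preset inter-gene correlation of 0.01. With an estimated correlation none of them passed, and other divisions of the same 6 libraries into 3 and 3 gave between 7 and 17 lists past the threshold. With the directional test of fry, which asks whether the members of a list move on balance one way, the smallest adjusted p was 0.0735. Genes for glutamate receptors and synaptic plasticity had 18 of 39 members higher and none lower, or 23 and 0 adjusted over the list alone, with a median log2 fold change of 0.15 (camera adjusted p = 1.08e-05, and adjusted p = 0.850 with an estimated correlation). They included the scaffold gene *Shank1* (log2 fold change 0.43, SE 0.04) and the receptor genes *Grm5* (0.51, SE 0.06), *Gria3* (0.32, SE 0.05) and *Grin1* (0.22, SE 0.04). Nuclear-encoded ribosomal protein genes had 52 of 79 members lower and 1 higher, or 63 and 1 adjusted over the list alone, with a median of -0.16 (camera adjusted p = 1.89e-18, and adjusted p = 0.850 with an estimated correlation). After *Rps13*, *Rps15a* (-0.40, SE 0.04) had the smallest p in that list. Among the 13 mitochondrially encoded mRNAs 11 were higher by either adjustment, with a median of 0.42 (camera adjusted p = 6.30e-06, and adjusted p = 0.850 with an estimated correlation), and *mt-Atp6* (1.07, SE 0.05) and *mt-Nd5* (0.47, SE 0.05) had the smallest p. Without factors 5 of these 13 were called, and the third WT library had 483.4 CPM of *mt-Atp6* against 220.9 and 272.7 CPM in the other WT libraries. Over the 23 alternatives the median of this list ranged from 0.12 to 0.45, and the log2 fold change of *mt-Atp6* from 0.64 to 1.24.

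**Figure D3:**
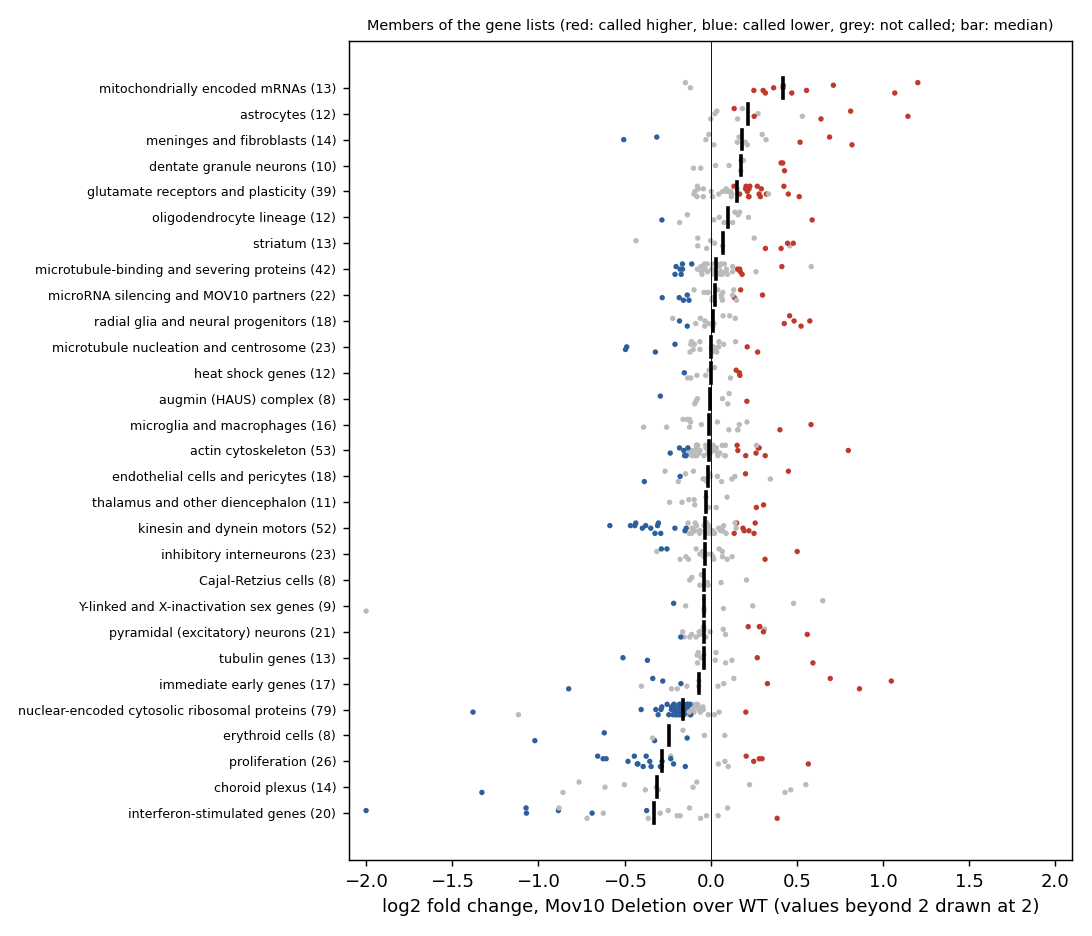
Log2 fold change of *Mov10* Deletion over WT (x axis) for the members of each of the 29 gene lists, with the number tested in brackets, 1 point per gene and the median as a black bar. Red and blue points were called higher and lower, and grey points were not called, and values beyond 2 are drawn at 2. Ribosomal protein genes lie mostly left of 0 (52 of 79 called lower) and mitochondrially encoded mRNAs mostly right of it (11 of 13 called higher).

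Proliferation genes had 17 of 26 members lower and 5 higher, or 18 and 6 adjusted over the list alone, with a median of -0.28 (camera adjusted p = 0.00133, and adjusted p = 0.850 with an estimated correlation). The lower members included *Cenpf* (log2 fold change -0.42, SE 0.04), the anaphase activator *Cdc20* (-0.66, SE 0.07) and the cyclin *Ccnb1* (-0.62, SE 0.07). The higher members included the replication genes *Mcm2* (0.25, SE 0.04), *Mcm3* (0.30, SE 0.05) and the cyclin *Ccne2* (0.57, SE 0.08). Astrocyte markers had 5 of 12 members higher and none lower, or 6 and 0 adjusted over the list alone (median 0.22, camera adjusted p = 0.00440, and adjusted p = 0.850 with an estimated correlation). The astrocyte median ranged from 0.12 to 0.27 over the 23 alternatives. The water channel gene *Aqp4* was 2.21-fold higher and the intermediate filament gene *Gfap* was 1.56-fold higher. Interferon-stimulated genes had 6 of 20 members lower and 1 higher, or 8 and 1 adjusted over the list alone (median -0.33, camera adjusted p = 0.00647, and adjusted p = 0.850 with an estimated correlation). Most of them were weakly expressed, such as *Gvin1* (0.845 CPM in WT, log2 fold change -3.99, SE 0.47), and the signalling gene *Stat2* was higher (0.39, SE 0.05). *Gvin1* was at 0.319, 0 and 0 CPM in the Deletion libraries. Its log2 fold change ranged from -6.18 to -2.91 over 21 alternatives. Erythroid genes had 4 of 8 members lower, or 5 adjusted over the list alone (median -0.24, camera adjusted p = 0.0446, and adjusted p = 0.988 with an estimated correlation), among them *Hbb-bt* (-0.62, SE 0.11) and *Slc4a1* (-1.02, SE 0.24). The erythroid list passed in 14 and the interferon list in 19 of 23 alternatives. Among others, the erythroid list did not pass without factors (adjusted p = 0.0990) or without the second (adjusted p = 0.0768) or the third Deletion library (adjusted p = 0.174), and the interferon list did not pass at 1 CPM (adjusted p = 0.198) or without the second Deletion library (adjusted p = 0.0768).

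Markers of other cell types did not pass as lists in the main setting (camera). Counts were the same adjusted over the list alone unless both are given. Pyramidal neuron genes had 5 of 21 members higher, including *Nrgn* (log2 fold change 0.56, SE 0.07), and 1 lower, *Lmo4* (-0.17, SE 0.04), or 6 and 1 adjusted over the list alone (list adjusted p = 0.891). Dentate granule neuron genes had 4 of 10 higher, including *Fam163b* (0.42, SE 0.06) and *Calb1* (0.41, SE 0.08), or 4 higher and 1 lower adjusted over the list alone (list adjusted p = 0.136). This list passed in 6 of 23 alternatives, including without the first Deletion library (adjusted p = 0.0225), the first WT library (adjusted p = 0.0454) or the third WT library (adjusted p = 0.0469). Its adjusted p was 0.850 with an estimated correlation. Inhibitory interneuron genes had 2 of 23 higher and 2 lower, with *Erbb4* at 0.50 (SE 0.05) and *Dlx1* at -0.25 (SE 0.04, list adjusted p = 0.869). In the radial glia and progenitor list 5 of 18 were higher and 2 lower, and *Tnc* (0.52, SE 0.05) and *Fabp7* (0.48, SE 0.06) had the smallest p (list adjusted p = 0.369). It passed in 3 of 23 alternatives, which were the removal of trends with GC content, length and expression (adjusted p = 0.00999) and leaving out the second Deletion library (adjusted p = 0.0237) or the second WT library (adjusted p = 0.0383). Its adjusted p was 0.988 with an estimated correlation. Of the oligodendrocyte lineage list 1 of 12 was higher and 1 lower, *Olig2* (-0.28, SE 0.08), or 1 and 0 adjusted over the list alone (list adjusted p = 0.842). *Olig2* overlapped between the groups and passed in 10 of 23 alternatives, failing without factors (adjusted p = 0.110), without the third Deletion library (adjusted p = 0.0600) and without the second WT library (adjusted p = 0.0941). Microglia and macrophage markers had 2 of 16 higher, *Mrc1* (0.58, SE 0.10) and *Cd68* (0.40, SE 0.12), or 1 adjusted over the list alone (list adjusted p = 0.972). *Mrc1* was at 12.8 CPM in the first Deletion library and at 4.53 and 6.14 CPM in the others, against 4.10 to 5.40 CPM in WT, and was not called without factors (adjusted p = 0.155) or without the first Deletion library (log2 fold change 0.22, adjusted p = 0.204). *Cd68* passed in 14 of 23 alternatives, and failed without Deletion library 1 (adjusted p = 0.0593) or 3 (adjusted p = 0.0728) or WT library 1 (adjusted p = 0.0736) or 3 (adjusted p = 0.0547). Endothelial and pericyte markers had 2 of 18 higher and 2 lower, with *Cldn5* at -0.39 (SE 0.04) and *Rgs5* at 0.20 (SE 0.03, list adjusted p = 0.891). Striatal markers had 4 of 13 higher (list adjusted p = 0.3001), those of thalamus and other diencephalon 2 of 11 higher (list adjusted p = 0.891), and none of 8 Cajal-Retzius markers passed (list adjusted p = 0.891).

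Some markers of tissue outside the hippocampus differed between single libraries. The choroid plexus gene *Ttr* was at 45.6 CPM in the first Deletion library and at 0.786 and 3.75 CPM in the other Deletion libraries, against 13.4, 11.6 and 5.10 CPM in WT. Its fitted log2 fold change was -1.33 (SE 0.25) with the factors and reversed to 0.74 in edgeR with genotype only. *Ttr* was the 1 of 14 choroid plexus markers called, by either adjustment (list adjusted p = 0.330), and the list passed in 2 of 23 alternatives, including without the first Deletion library (adjusted p = 0.0104). With an estimated correlation its adjusted p was 0.850. In the meninges and fibroblast list 3 of 14 were higher, including *Col15a1* (0.82, SE 0.06), and 2 had a negative fitted change, or 4 and 2 adjusted over the list alone (list adjusted p = 0.3001). One of them, *Aldh1a2*, was at 5.59 CPM in the first Deletion library and at 0.812 and 1.26 CPM in the others, against 2.52, 2.37 and 1.86 CPM in WT. Its fitted log2 fold change was -0.50 (SE 0.13) with the factors, was not called without them (adjusted p = 0.722), reversed to 0.19 in edgeR with genotype only, and passed in 9 of 23 alternatives. Without the first Deletion library the median of this list turned from 0.18 to -0.15 (adjusted p = 0.0239), and it was 0.41 without the second (adjusted p = 0.000706), 0.37 without the third (adjusted p = 0.0146) and 0.23 without the third WT library (adjusted p = 0.0461). Its adjusted p was 0.988 with an estimated correlation. Immediate early genes had 4 of 17 higher, including *Arc* (0.69, SE 0.11), and 4 lower, including *Dusp1* (-0.34, SE 0.05), by either adjustment (list adjusted p = 0.869). Heat shock genes had 3 of 12 higher, including *Hspa5* and *Hsph1* (both 0.17, SE 0.04), and 1 lower, or 3 and 3 adjusted over the list alone (list adjusted p = 0.972).

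The pools differed in their share of male and female pups. *Xist*, the RNA of the inactive X chromosome, was at 0.184, 888.1 and 1.57 CPM in the Deletion libraries 1, 2 and 3 and at 181.7, 250.7 and 642.6 CPM in the WT libraries. The Y-linked gene *Ddx3y* was at 61.2, 22.3 and 60.1 CPM in the Deletion libraries and at 60.4, 24.1 and 34.8 CPM in the WT libraries. *Uty*, *Kdm5d* and *Eif2s3y* were highest in the Deletion libraries 1 and 3. *Eif2s3y* was at 65.5, 24.9 and 61.3 CPM in *Mov10* Deletion and at 39.5, 21.0 and 21.1 CPM in WT. *Kdm5d* was at 43.6, 14.7 and 48.5 CPM against 33.8, 13.0 and 18.1 CPM, and *Uty* at 20.3, 6.02 and 20.7 CPM against 17.9, 6.55 and 8.13 CPM. Of the 9 tested sex genes 1, the X-linked *Ddx3x*, was called by either adjustment (log2 fold change -0.21, SE 0.05, list adjusted p = 0.780). *Ddx3x* overlapped between the groups, was not called without factors (adjusted p = 0.0633) and passed in 16 of 23 alternatives.

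Genes close to the targeted locus were examined because an engineered allele can affect its neighbours. Of the genes within 5 Mb of *Mov10*, 24 of 119 (20.2%) were called, against 24.6% of the other autosomal genes (2-sided Fisher exact test, p = 0.286, adjusted p = 0.573). Around *Emx1* 27 of 113 (23.9%) were called (2-sided Fisher exact test, p = 0.913, adjusted p = 0.913). *Rhoc* (0.361 kb from *Mov10*) was 1.42-fold higher, *Ppm1j* (8.80 kb) was 19.9-fold higher, and *Tafa3* (13.0 kb) was higher with 23, 35 and 32 estimated counts in the Deletion libraries and 5, 2 and 3 in the WT libraries. These 3 genes lie at lower coordinates than *Mov10*. *Capza1* (3.79 kb) had a log2 fold change of -0.21 (SE 0.04) and *Wnt2b* (125.4 kb) of -1.02 (SE 0.14). Near *Emx1*, *Anxa4* (0.96, SE 0.10), *Dysf* (0.82, SE 0.09) and *Egr4* (1.05, SE 0.24) were higher and *Antxr1* (-0.36, SE 0.05) was lower.

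Whether genes switched between isoforms was asked at the level of transcripts. In the estimated counts *Gramd1b* lost the coding transcript *Gramd1b-212* (0 CPM in all 3 Deletion libraries, 9.20 ± 4.88 CPM in WT, SD, n = 3). *Ppp2r3d* lost a retained-intron transcript (0 CPM in all 3 Deletion libraries, 8.95 ± 0.391 CPM in WT, SD, n = 3), and *Nup98*, a nuclear pore gene, lost a coding transcript (0 CPM in all 3 Deletion libraries, 2.49 ± 0.792 CPM in WT, SD, n = 3). *Zc3h14* gained the retained-intron transcript *Zc3h14-211* (1.84 ± 0.229 CPM in *Mov10* Deletion, SD, n = 3, and 0 CPM in all 3 WT libraries). How reads divide between overlapping transcripts is an estimate, so 0 CPM need not mean that a transcript was absent. The coding transcripts *Ppp2r3d-206* (25.6 against 19.6 CPM in WT) and *Nup98-206* (11.1 against 8.23 CPM in WT) were higher in *Mov10* Deletion. Whether reads moved between transcripts was not tested. The gene with the smallest p, *Tcf4*, had changes in transcripts under 1 CPM. The adjusted p of these 5 genes lay between 2.26e-12 and 2.10e-09. *Gramd1b*, *Ppp2r3d* and *Nup98* were not called without any 1 of the WT libraries, and *Zc3h14* without any 1 of the Deletion libraries, which leaves a transcript at 0 CPM in the other group short of the filter of 3 libraries. In all 614 of 10338 genes with 2 or more tested transcripts were called (limma diffSplice, Simes p, Benjamini-Hochberg), and 196 of these (31.9%) were also called for expression. On simulated transcripts the same test made 42 false calls among 220, or 19.1%, and 4.84% with a filter of 1 CPM, under which 462 genes were called here. These shares cannot be taken as the false rate among the 614 genes. Other divisions of the real libraries into 3 and 3 still gave between 160 and 368 usage genes. Without the second WT library 365 were called.

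The length of the 3 prime untranslated region was compared between called and other genes. The study compared the same classes with another test and described longer regions in its lower genes. Genes that were higher in *Mov10* Deletion had a median annotated length of 1548.5 bases (1706 genes), those that were lower 1434 bases (1923 genes) and those not called 1400.0 bases (10227 genes). The difference of 148.5 bases between higher and uncalled genes passed a 2-sided permutation test over genes with 100000 resamples (p = 0.00276, adjusted p = 0.00828), and the other differences, 34 bases (adjusted p = 0.477) and -114.5 bases (adjusted p = 0.167), did not. Lower minus uncalled genes turned to -12.5 bases without factors and -27 bases at 1 CPM, and neither passed (adjusted p of 0.809 and 0.567). Genes are not independent replicates, and the difference did not pass for calls made without factors (111 bases, adjusted p = 0.112) or among genes of at least 1 CPM (112 bases, adjusted p = 0.0735). With the longest annotated region of each gene it was 222 bases (adjusted p = 3e-05).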

Values the study reported

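The study reported that its reads spanned 16,995 genes. It counted 1,985 genes as downregulated and 2,069 as upregulated in the *Mov10* Deletion hippocampi.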

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

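The removal of 2 libraries together and the precision weights were chosen after the results were seen. *Mov10* was lower and past the threshold in all 23 alternatives tried (log2 fold change from -1.17 to -0.67). *Ppm1j*, *Spp1*, *Rps13*, *Rps13-ps1* and *Aqp4* likewise kept their direction and call in each alternative that tested them. Calls were lost more often for *Slc4a1* (past in 16 of 22), *Ttr* (15 of 23), *Ddx3x* (16 of 23), *Ccl21f* (17 of 23), *Hspa5* and *Hsph1* (18 of 23 each), *Gvin1* (18 of 21), *Egr4* and *Gm15429* (19 of 22 each). The number of called genes fell to 2070 (1148 higher, 922 lower) with a sex score in place of the factors, the cause of which was not tested, and to 925 (445 higher, 480 lower) with no filter, where 29469 genes were tested. Leaving out the first Deletion and the third WT library together, fitted without factors, gave 2374 genes (1332 higher, 1042 lower). With 2 RUVr factors 5350 genes were called, and with 2 RUVg factors 5308. DESeq2 called 3056 genes with factors and 4017 without. With each library left out in turn the calls ranged from 2803 to 5797, the higher genes from 1656 to 2809 and the lower ones from 1147 to 2988, with the fewest without the second WT library. No alternative other than length-scaled counts, with 1 gene, called any gene of the main test in the opposite direction.

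*Numa1* passed with RUVr factors (-0.15, adjusted p = 0.0369) and RUVg factors (-0.15, adjusted p = 0.0315). It ranged from -0.17 to -0.067 with each library left out, and the cause was not tested. With an estimated correlation 0 lists passed. With each library left out between 7 and 10 did. DESeq2 gave no list test. *Ttr* turned to 0.74 in edgeR and 0.73 in DESeq2, and *Aldh1a2* to 0.19 and 0.18, with genotype only. *Ddx3y* turned to -0.29 with the sex score, which holds *Ddx3y* itself. The meninges list turned to a median of -0.15 without the first Deletion library and was 0.41 without the second. Usage calls ranged from 365, without the second WT library, to 695, and precision weights gave 678. Of the 614 usage genes, 230 were also called with the filter of 1 CPM. For the untranslated region, higher minus uncalled genes gave 111 bases without factors and 112 bases at 1 CPM, and 222 bases (adjusted p = 3e-05) with the longest annotated region, and lower minus higher genes gave -172 bases (adjusted p = 0.00919) with that region. Shares near *Mov10* and *Emx1* did not pass at any window.

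The replicate numbers are shared between the groups in the labels. Deviations from the group means of same-numbered libraries correlated at 0.0114, -0.0711 and 0.0432, so the numbers do not pair the libraries. With the replicate block in place of the factors 3425 genes were called (1857 higher, 1568 lower), *Numa1* had an adjusted p of 0.0537, 8 lists passed and 504 usage genes were called.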

Other observations

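The sterol and maturation lists, the correction for GC content and length, and the tests of radial glia and of *Rps13* were chosen only after results were seen, and the slope between pools after *Xist* was seen.

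Most genes of a sterol list rose. Of its 24 genes 22 were higher in *Mov10* Deletion and none lower, or 22 and 1 adjusted over the list alone, with a median log2 fold change of 0.49. *Hmgcs1*, which makes the precursor of mevalonate, went from 449.0 CPM in WT to 780.4 CPM in *Mov10* Deletion (log2 fold change 0.74, SE 0.07, limma-trend adjusted p = 0.00144). *Fdps* (0.78, SE 0.06), *Nsdhl* (0.82, SE 0.08) and *Mvd* (0.76, SE 0.06) were also higher, genes chosen after their values were seen. Since the list was picked after results were seen, its camera adjusted p of 7.38e-17 overstates the evidence, and the adjusted p was 0.269 with an estimated correlation.

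The number of called genes was set against other divisions of the libraries. The real grouping gave 4137 genes and was the 1 of 10 splits with the most, and the highest other split gave 7. With 10 splits no share under 0.05 can be reached. The share of male pups differed between the Deletion pools, and might account for the calls. However, 5571 autosomal genes were called without the second Deletion library, which held the most *Xist*. Among them that library's log2 ratio to WT had a slope of 0.743 (SE 0.00838) on those of the other Deletion pools. Where the pools were set against different WT libraries, the slope was 0.651 over 1990 genes, 0.776 over 741 and 1.03 over 1063. These slopes argue against sex as the main cause.

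For transcript usage 1 of 10 splits, the real one, gave 614 genes and the highest other gave 368, and 10 splits are too few for a share under 0.05.

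For the lists, the real split gave 7, all 10 splits gave at least as many and the highest other gave 17, and 10 splits are too few for a share under 0.05. Ribosomal protein genes (52 of 79 lower, 1 higher) and proliferation genes (17 of 26 lower, 5 higher) had negative medians and mitochondrial (11 of 13 higher) and plasticity genes (18 of 39 higher) positive ones, each with an adjusted p of 0.850 with an estimated correlation. After trends with GC content, transcript length and expression were removed, 4 of the 4 medians kept their sign outside the central 95% of 10000 random lists, which argues against these trends as the whole cause, but the ribosomal median went from -0.16 to -0.097 and the mitochondrial one from 0.42 to 0.31. Over the 23 alternatives the mitochondrial median ranged from 0.12 to 0.45 and the ribosomal one from -0.24 to -0.097. Fewer radial glia cannot be told apart, since the median of their list was 0.016 over members that went both ways, with 5 of 18 called higher and 2 lower. A later stage of maturation remains an open candidate explanation. Genes that rise after birth had a median of 0.12. Of these, 4 of 23 were called higher and 3 lower, or 8 and 4 adjusted over the list alone. Genes that fall after birth had a median of -0.065, with 5 of 20 called lower by either adjustment. The larger camera p of these lists was 0.0198 across genes. Their adjusted p were 0.328 (rising) and 0.269 (falling) with an estimated correlation.

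The opposite change of *Rps13* and *Rps13-ps1* may come from reads that moved between the 2 copies. The log2 ratio of their summed CPM was -0.17, between the bounds set for and against this. The median log2 fold change of the ribosomal protein genes was similar (-0.16). Moved reads together with a shared decrease were not tested. A decrease shared by ribosomal protein genes does not on its own account for the opposite change, since it leaves the rise of the copy (1.70, SE 0.04) without a cause. On the log2 scale *Rps13* lay 0.26 below the next lowest gene, *Rps27* (which itself had an SE of 0.46), and 0.98 below *Rps15a*. These gaps cannot decide whether a shared decrease explains the fall of *Rps13*, since *Rps13* was picked for its change. A stretch of another mouse strain around *Rps13* cannot be told apart, since 1 of 139 genes within 10 Mb changed by more than a log2 fold change of 1 (odds ratio 0.810, 95% interval 0.0202 to 4.66). A single variant that makes *Rps13* reads resemble the copy was not tested.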
